A study of Mus musculus with 12 samples. Its data were reported in "IGF2BP3 recognizes m6A to regulate histone-to-protamine replacement during mouse sperm development" (2025).

How the data were processed

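Round spermatids were sorted by flow cytometry, in the presence of cycloheximide, from testes of 8-week-old male mice that carried 1 or 0 intact copies of Igf2bp3. The heterozygous group (Igf2bp3+/-) served as the control and the homozygous group (Igf2bp3-/-) as the knockout, a frameshift made with Cas9. From each extract a part was kept as total input for RNA-seq, and the remainder was run through a sucrose gradient, from which mRNAs carrying 4 or more ribosomes were sequenced as ribosome nascent-chain complex RNA (RNC-seq). The labels give 3 replicates for each of the 4 combinations of genotype and assay, 12 libraries in all. Columns named WT in the deposited table are the Igf2bp3+/- libraries by the labels.

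The authors deposited a single table of FPKM, a read density normalized for transcript length and library size, with a gene symbol and a value for each of the 12 libraries. By the study's methods, reads were trimmed with Trim Galore, aligned to GRCm38 with Hisat2 and quantified with StringTie under a reference annotation whose release is not stated. The labels describe directional poly(A) libraries on an Illumina instrument, whereas the methods describe a full-length library method on another instrument, and whether strand was used in quantification is not stated. The authors tested RNA-seq with DESeq2 on counts, which were not used here, and took translational efficiency (TE) as RNC-seq FPKM over RNA-seq FPKM.

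The table held 28668 symbols. Of these, 25 had been turned into dates by spreadsheet software and were left out, with 0.0995% of the summed FPKM. The other 28643 symbols were unique, and 27839 matched the GENCODE M21 annotation of GRCm38, from which positions, biotypes and transcript lengths were taken. The file gives no read counts, so the depth of each library is unknown and no confidence interval from counting was computed. A relative depth was read from the most common low value of single-transcript genes after multiplication by transcript length, which approximates what 1 fragment is worth in each library. FPKM was not rescaled.

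Values were analysed as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3. A fold change on this scale understates the change of genes with low FPKM. The main design was set before the data were examined, as were the named-gene rule, the gene lists and most alternatives. Genotype was tested separately within RNA-seq and within RNC-seq over the 6 libraries of each assay, among genes with a mean FPKM above 0.1. The TE difference was the interaction of genotype and assay over all 12 libraries, among genes with a mean above 0.1 in both assays. Variances were moderated with an intensity trend, tests were two-sided, and p-values were adjusted with the Benjamini-Hochberg method, with a limit of 0.05. A further rule, with a limit chosen here because the study states none for TE, took the ratio of mean RNC-seq FPKM to mean RNA-seq FPKM per genotype and counted genes whose ratio differed between genotypes by more than 1.5-fold, without a test, among genes with an overall mean above 0.1 and no group mean of 0.

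Gene lists were tested with limma's fry, a rotation test that estimates the correlation between genes from the data. The histone-to-protamine list held 7 genes (Hist1h1t, H1fnt, Hils1, Tnp1, Tnp2, Prm1 and Prm2). The study-named TE list held 6 genes (Dot1l, Hdac11, Chd5, Cfap65, Dnah2 and Dnhd1). The study picked them as targets bound by IGF2BP3 whose TE rose in these same libraries, so a result for the list is not independent evidence. The paper also reported more DOT1L and HDAC11 protein in knockout spermatids, which these libraries do not measure. A further 8 lists of cell type markers (Sertoli, Leydig, peritubular, blood, spermatogonia, spermatocyte, round spermatid and elongating spermatid) served to weigh RNA from other testis cells. The median log2 TE of each replicate, from the RNC-seq and RNA-seq libraries of the same number, was compared between genotypes with an exact permutation test, whose smallest p with 3 against 3 is 0.1.

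Genes named in the text were fixed beforehand (Igf2bp3, Igf2bp1, Igf2bp2, Ybx2, Actb and both lists) or followed a rule. For RNA-seq and RNC-seq the rule took the 5 higher and 5 lower genes with the largest log2 change among those past the limit, with a mean FPKM of at least 1 and no overlap between the libraries of the genotypes. For TE, where no gene met it, the 3 genes with the smallest p in each direction were taken. Genes with a near-identical copy, defined by BLAST 2.17.0 as at least 95% identity over at least 50% of the longest transcript, are reported as uncertain. Genes whose exons overlap another gene on either strand are uncertain over the shared part, which is given with the gene where it is at least 1% of the exonic bases, since strand use is not stated. No batch, date or lane is given in the labels. By the methods, the RNA-seq input and the polysome fractions of a replicate come from a shared extract, although the labels do not say that the numbers match between assays. Deviations from the group means of same-numbered RNA-seq and RNC-seq libraries correlated between -0.104 and 0.205 across genes, over 0.1 in 4 of 6 pairs. TE was therefore also fitted with each replicate as a block.

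The scripts were tested on simulated libraries built from the real means and spreads, with 200 genes changed by 2 on the log2 scale. The RNA-seq fit over 20406 genes recovered 92.5% of these and called 8 unchanged genes. The RNC-seq fit over 19019 genes recovered 83.5% and called 7 unchanged genes, and the TE fit over 18252 genes recovered 82.5% and called 16. With no gene changed, the 1.5-fold rule still took 2545 genes as higher and 2366 as lower of 19801. The changed genes were drawn from those with a mean FPKM above 1 in both assays, and noise was independent between genes. Smaller changes were not simulated, so these rates do not give the power for them. In the real data the median SE of a log2 TE change was 0.36.

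Alternatives covered the pseudocount, the filter on low FPKM, the scaling of libraries, limma's library weights, the criterion for a call, the replicate number as a covariate, trends with transcript length and each replicate left out in turn. Counts under a part of these alternatives are given with the results or at the end. Removal of the trend with baseline TE, a limit of 1.5 on the log2 change and a filter requiring FPKM above 0.1 in every library were added after the data had been seen. So were leaving out single RNC-seq libraries, the scaling alternatives for the cell type lists and removal of the length trend for the study-named TE list.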

Results

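The data comprised 12 libraries of sorted round spermatids, with 3 replicates of Igf2bp3+/- and 3 of Igf2bp3-/- mice in each of RNA-seq (total input) and RNC-seq (mRNAs on polysomes). The number of genes with an FPKM above 0 ranged from 23554 to 25633 in the RNA-seq libraries and from 21490 to 22797 in the RNC-seq libraries. The read depth of the libraries is unknown. Relative depth, estimated from the lowest values and set to 1 in the deepest library, was 1 in Igf2bp3-/- RNA-seq replicate 1 and between 0.376 and 0.566 in the others. Across 12265 genes, which are not independent replicates, Pearson's r of log2 values ranged from 0.973 to 0.990 between RNA-seq libraries and from 0.946 to 0.984 between RNC-seq libraries. The lowest of all pairs, between an RNA-seq and an RNC-seq library, was 0.859. A single transcript annotated as CT010467.1 took between 5.68% and 19.4% of the summed FPKM of a library. Its share was 15.9%, 19.4% and 18.4% in the Igf2bp3+/- RNC-seq libraries and 8.14%, 11.5% and 14.6% in the Igf2bp3-/- RNC-seq libraries.

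The targeted gene, Igf2bp3, lies on chromosome 6 (49085223 to 49214957, GRCm38). Its RNA-seq FPKM was 38.2, 38.6 and 33.4 in the Igf2bp3+/- libraries and 31.7, 32.5 and 31.4 in the Igf2bp3-/- libraries, a log2 change of -0.20 ± 0.09 (SE) with a limma Benjamini-Hochberg adjusted p of 0.335. In RNC-seq it was 40.1, 31.4 and 43.0 against 43.1, 40.6 and 43.1, a log2 change of 0.16 ± 0.20 (SE) with an adjusted p of 0.906 in limma. Centring each library on its median moved the RNA-seq change to -0.24, and leaving out Igf2bp3+/- RNC-seq replicate 2 moved the RNC-seq change to 0.0248. Its exons overlap a gene on the opposite strand over 18.7% of their length. The knockout is a frameshift, and the level of the transcript does not serve to check the genotype labels. Among the other fixed genes, the RNA-seq log2 change was 0.41 for Igf2bp1, -0.27 for Igf2bp2, 0.17 for Ybx2 and 0.03 for Actb, and none of these passed the limit. The sign for Actb turned to -0.01 with each library centred on its median and to -0.13 with quantile normalization.

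The RNA-seq comparison asks which transcripts differ in abundance between the genotypes. Of 20352 genes tested, 40 were higher and 12 lower in Igf2bp3-/- at a limma adjusted p under 0.05. At an unadjusted p under 0.05 there were 2107 higher and 1083 lower genes. The libraries of the genotypes did not overlap for 22.7% of all genes, where chance gives 10% for 3 against 3. The count depended on the criterion and on single libraries. It was 1109 with an unadjusted p under 0.05 and a change over 1.5-fold, 9 without Igf2bp3-/- RNA-seq replicate 1, and 9 without Igf2bp3-/- RNA-seq replicate 2.

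Among the higher genes, Hsd3b1 on chromosome 3 (98852194 to 98859794), which encodes a steroidogenic enzyme, rose from 0.522 ± 0.0402 to 2.52 ± 0.139 FPKM (SD, n = 3), a log2 change of 2.07 with a limma adjusted p of 0.00315. Dcn (log2 change 2.04), Igfbp6 (1.95) and Cd74 (1.95) followed. Bhmt (1.91) has a near-identical copy, Gm5096, and an overlap of 3.25% on the opposite strand, and is uncertain. Among the lower genes, mt-Tl1 had the largest log2 change, -3.56, but is a mitochondrial tRNA of 75 bases, for which FPKM is poorly determined. Lhfpl3 on chromosome 5 (22746059 to 23275597) fell from 1.91 ± 0.285 to 0.425 ± 0.0771 FPKM (SD, n = 3), with a log2 change of -1.94 and an adjusted p of 0.0118 in limma, and is uncertain over the 17.6% of its exonic bases that overlap a gene on the opposite strand. The noncoding gene Gm31752 on chromosome 5 (18481705 to 18490194) fell from 19.7, 20.9 and 16.3 to 6.43, 5.28 and 6.24 FPKM, with a log2 change of -1.64 and a limma adjusted p of 0.00315. Gm17019 (-1.83) and Gm9758 (-1.81) belong to a cluster of near-identical copies and are uncertain.

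The RNC-seq comparison asks the same of mRNAs on polysomes. Of 19051 genes tested, 15 were higher and 7 lower in Igf2bp3-/- at a limma adjusted p under 0.05, against 1022 higher and 213 lower at an unadjusted p under 0.05. The alternative that moved the count most, an unadjusted p under 0.05 with a change over 1.5-fold, gave 901 higher and 201 lower. The libraries of the genotypes did not overlap for 11.3% of genes, where chance gives 10%. Without Igf2bp3-/- RNC-seq replicate 1, no gene passed (0, with 990 at an unadjusted p under 0.05). With quantile normalization, 5 genes were higher and 7 lower. Centring each library on its median moved the median log2 change of all genes from 0.13 to 0.02, a shift of -0.11 to which the RNC-seq changes below are relative.

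Insl3 on chromosome 8 (71689214 to 71690575), a hormone gene of Leydig cells, rose in RNC-seq from 7.83 ± 4.23 to 64.1 ± 25.9 FPKM (SD, n = 3), with a log2 change of 3.08 and a limma adjusted p of 0.0104. Its exons overlap those of Jak3 on the same strand over 64.8% of their length, which makes its own level uncertain. Ptgds rose by 2.69 on the log2 scale, Gstm2 by 2.39, the noncoding gene 5031425E22Rik by 2.24 and Akr1cl by 2.08. Akr1cl and Gm44733 below are uncertain over the 11.7% and 11% of their exonic bases that overlap a gene on the opposite strand. Lhfpl3 fell from 2.27 ± 0.842 to 0.195 ± 0.0384 FPKM (SD, n = 3), a log2 change of -2.95. Gm31752 (-2.40), Gm44733 (-2.28) and Pcdh12 (-1.85) were also lower, as was Gm9758 (-2.14), which is uncertain because of its copies.

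**Figure D1:**
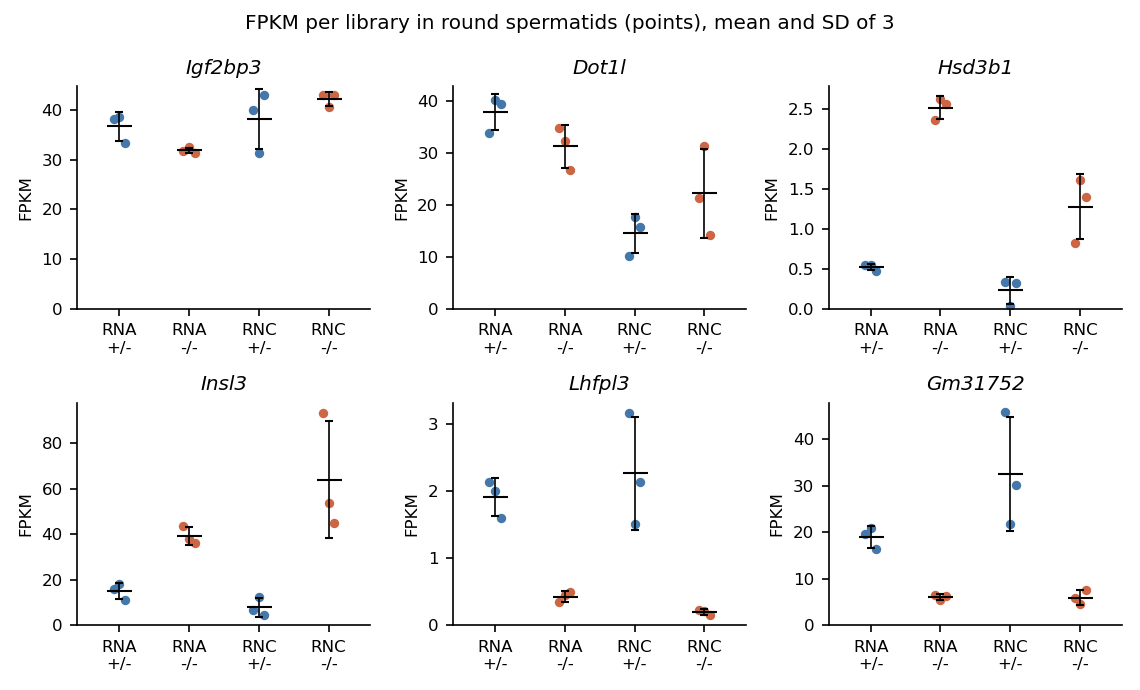
FPKM of 6 genes in each library (points), by assay and genotype, with the mean and SD of 3 replicates. Igf2bp3 lies between 31.4 and 43.1 in all libraries, while Hsd3b1 and Insl3 are higher and Lhfpl3 and Gm31752 lower in each Igf2bp3-/- library than in any Igf2bp3+/- library of the same assay.

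The assays shared 12 higher and 5 lower genes past the limit. Of 50 genes past the limit in RNA-seq that were also tested in RNC-seq, 46 changed in the same direction there and 43 of these had an unadjusted p under 0.05 as well. Among the higher genes were markers of interstitial cells: the 7 tested genes of the Leydig list were higher in both assays. By position, which was examined after the values were seen, 13 of the 57 genes past the limit in either assay with a known position start within the first 35 Mb of chromosome 5.

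Across all 18414 genes tested in both assays, the log2 change in RNC-seq had a least-squares slope of 0.0960 on that in RNA-seq (Pearson's r 0.0847, Spearman's rho -0.00827). The jackknife SD of the slope was 0.108, larger than the slope itself, so the slope cannot be told apart from 0. The slope was 0.0249 among genes with a mean FPKM above 1 and 0.170 without Igf2bp3-/- replicate 2. These are correlations across genes, which are not independent replicates. The change in TE correlated with the change in RNA at an r of -0.625. Both quantities use the same RNA-seq libraries, and simulated groups without any change gave a median r of -0.603, with a range of -0.625 to -0.572.

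**Figure D2:**
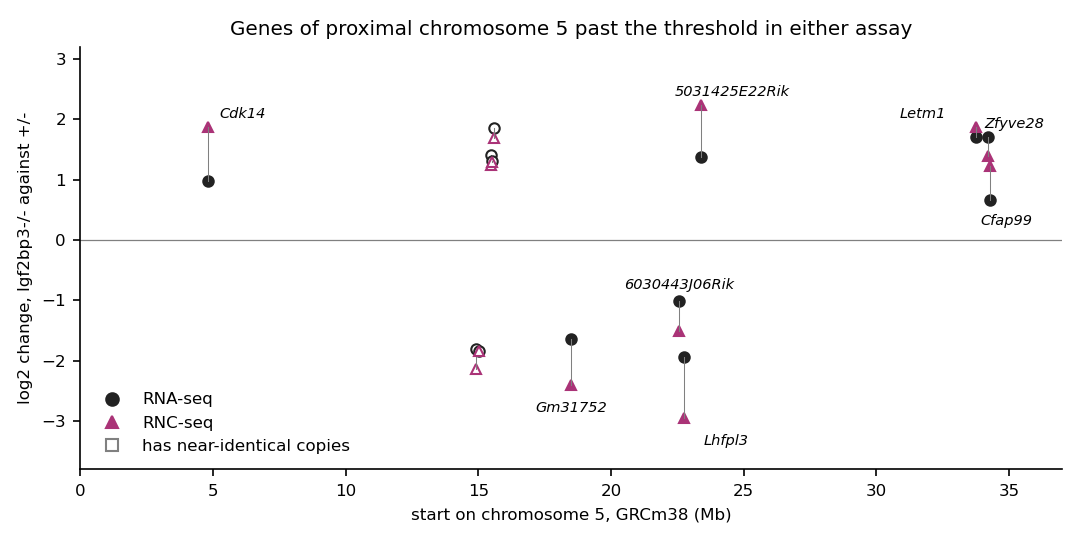
Genes within the first 35 Mb of chromosome 5 that passed the limit in either assay, by start position (Mb, GRCm38) and log2 change between genotypes on the log2(FPKM + 0.1) scale. Circles are RNA-seq, triangles RNC-seq, open symbols genes with near-identical copies; 8 of the 13 genes have no such copy.

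The TE comparison asks whether polysome loading per transcript differs between the genotypes. Of 18414 genes tested, 1 was higher and 0 lower in Igf2bp3-/- at a limma adjusted p under 0.05, with 1021 higher and 291 lower at an unadjusted p under 0.05. The gene was Gm45062, which falls outside the naming rule and was chosen after its values were seen. It was listed at 0 in the 3 Igf2bp3+/- RNC-seq libraries and at 1.43, 0.993 and 1.07 FPKM in the Igf2bp3-/- ones, and each of its exonic bases is also an exon of Umad1 or Glcci1. The alternative that moved the count most was an unadjusted p under 0.05 with a change over 1.5-fold, under which 955 genes were higher and 252 lower. With each replicate as a block, 0 genes passed, with 1502 at an unadjusted p under 0.05. The genes of the rule that failed the limit were Tmem64 (log2 TE change 1.44), Fbxo24 (1.68) and Pax5 (2.03) among those higher and Zfp809 (-1.05) among those lower. Their limma adjusted p was 0.365, 0.584, 0.584 and 0.686. Fbxo24 is uncertain over the 4.46% of its exonic bases shared with Pcolce on the same strand and 9.95% on the opposite strand, and Pax5 over 8.60% on the opposite strand. Gm10275 (-0.97) and Gm6472 (-0.92) are ribosomal protein pseudogenes with near-identical copies and are uncertain.

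By the ratio of mean FPKM, 3884 genes had a TE more than 1.5-fold higher and 1802 more than 1.5-fold lower in Igf2bp3-/-, of 19433 genes, so 68.3% of the genes past 1.5-fold were higher. The alternative that moved the total most restricted the rule to genes with a mean FPKM above 1, with 1560 higher and 501 lower. With geometric means instead, 3019 were higher and 1409 lower (68.2% higher). With geometric means and the trend against baseline TE removed from each library, 1758 were higher and 1499 lower (54.0% higher). Centring the changes on their median gave 3303 higher and 2262 lower, or 59.4% higher. The share of genes past 1.5-fold fell from 60.5% at a mean FPKM up to 0.3 to 8.90% above 30.

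The median log2 TE change over genes was 0.06. The median log2 TE of the replicates was -0.11 ± 0.14 in Igf2bp3+/- and -0.03 ± 0.12 in Igf2bp3-/- (SD, n = 3). This difference was smaller than the spread between replicates, with an exact two-sided permutation p of 0.6, where the smallest this design allows is 0.1. Because FPKM is relative to library size, a rise in TE shared alike by all genes could not show in these medians. Without Igf2bp3+/- replicate 2 the median change over genes was -0.01.

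**Figure D3:**
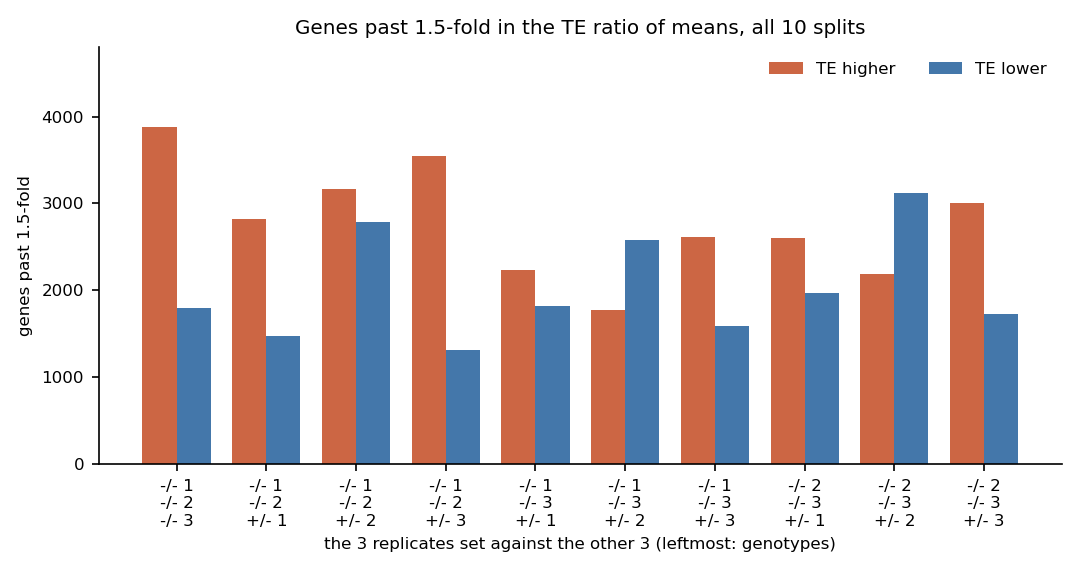
Number of genes past 1.5-fold in the ratio of mean RNC-seq to mean RNA-seq FPKM for each of the 10 ways to set 3 of the 6 replicates against the other 3, with higher genes in orange and lower genes in blue. The genotypes, at the left, give 5686 genes in all, and the totals of the splits range from 4056 to 5960.

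The histone-to-protamine list holds genes that the study measured by qPCR in round spermatids. It had a median log2 RNA change of 0.03, with 4 of 7 genes higher and a two-sided fry p of 0.715 in limma. None of its genes passed over all genes (0), 0 passed adjusted over the list alone, and 0 had an unadjusted p under 0.05. The sign of the median depended on the scaling: it was -0.02 with each library centred on its median and -0.08 with quantile normalization. Single genes ranged from -0.28 (Prm1) to 0.41 (Hist1h1t). By qPCR relative to Actb, the paper reported lower H1t (Hist1h1t here), Hils1, Tnp1, Tnp2, Prm1 and Prm2 mRNA in knockout round spermatids. In RNA-seq here Hist1h1t, Hils1 (0.18) and Tnp2 (0.11) were higher, and Tnp1 (-0.15), Prm1 and Prm2 (-0.01) lower. With no gene past the limit, these values do not settle the direction. Tnp1 is uncertain over the 9.15% of its exonic bases that overlap a gene on the opposite strand. In TE the median of the list was 0.22, with 5 of 7 genes higher and a fry p of 0.448 in limma.

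The study-named TE list had a median log2 TE change of 0.73, with 6 of 6 genes higher and a two-sided fry p of 0.0307 in limma. Of its genes, 0 passed the limit over all genes and 0 adjusted over the list alone, while 4 had an unadjusted p under 0.05. The list was chosen by the study in part on these libraries, so this is not independent evidence. The median was -0.27 in RNA-seq (fry p 0.0189 in limma, 6 of 6 lower; 0.0704 with each library centred on its median and 0.0349 with quantile normalization) and 0.50 in RNC-seq (fry p 0.15 in limma, 6 of 6 higher). Dot1l fell from 37.8 ± 3.48 to 31.2 ± 4.15 FPKM in RNA-seq (SD, n = 3), and its RNC-seq FPKM was 10.2, 17.5 and 15.6 against 21.2, 31.3 and 14.2, a log2 TE change of 0.86 ± 0.36 (SE) with a limma adjusted p of 0.686. Hdac11 had a log2 TE change of 0.61 ± 0.27 (SE) with an adjusted p of 0.689 in limma. Exons that overlap another gene make Dnhd1 uncertain over 22.9% of its exonic bases (Gm45799, same strand), Hdac11 over 17.9%, Cfap65 over 3.67%, Dnah2 over 2.08% and Chd5 over 1.05% (opposite strand). With the trend against baseline TE removed from each library, the median of the list was 0.14 (fry p 0.271 in limma), with 4 of 6 genes higher. Over all alternatives the fry p in limma ranged from 0.00185 to 0.271. It was over 0.05 when each library was centred on its median (median 0.66, fry p 0.0620) and after quantile normalization (0.69, fry p 0.0551), with 6 of 6 genes higher in each. It was also over 0.05 in 7 of the 12 fits that left out 1 replicate or 1 RNC-seq library, up to 0.0925 without Igf2bp3+/- replicate 1.

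**Figure D4:**
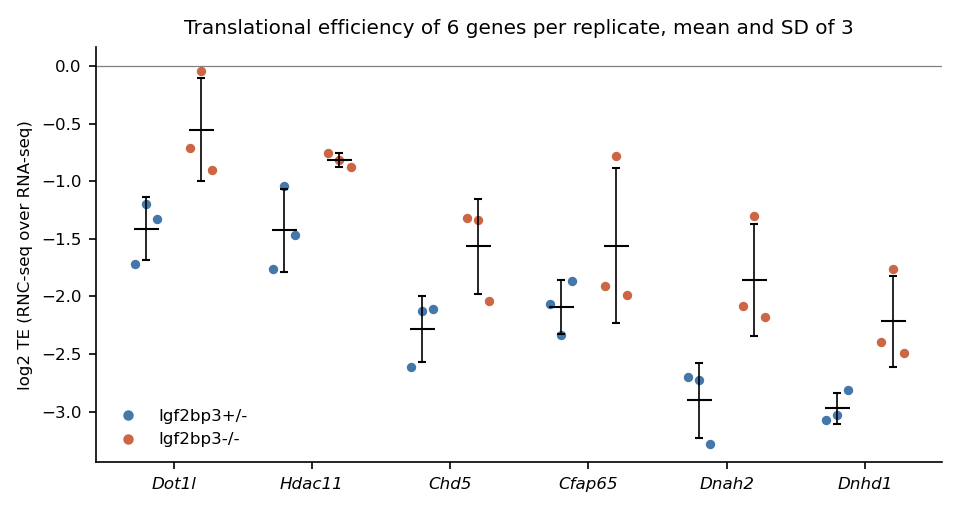
Log2 TE (RNC-seq over RNA-seq, both as FPKM + 0.1) of the 6 genes of the study-named list in each replicate, with the mean and SD of 3 replicates. Igf2bp3+/- is blue and Igf2bp3-/- orange; the genotypes overlap for Cfap65 and not for the other 5 genes.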

Values the study reported

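In RNA-seq of round spermatids, the study reported 376 genes with lower and 174 genes with higher expression in Igf2bp3-/- mice. Combining both assays, it counted 2141 genes whose translational efficiency rose and 543 genes whose translational efficiency fell. Among these, 426 of the genes that rose and 37 of those that fell belonged to its 3007 germ cell-specific targets of IGF2BP3. The study gave the purity of the sorted round spermatids as 95%.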

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

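Both tests of Gm45062 were chosen only after the result was seen. The effect of genotype on this gene differed between RNA-seq and RNC-seq, by the interaction test in limma, with an adjusted p of 0.00714. It was the single gene past the limit in that test. In RNA-seq it had 1.04, 0.866 and 1.33 FPKM in the Igf2bp3+/- libraries and 0.599, 1.27 and 1.14 FPKM in the Igf2bp3-/- libraries. In RNC-seq it was listed at 0 in the 3 Igf2bp3+/- libraries and at 1.43, 0.993 and 1.07 FPKM in the Igf2bp3-/- libraries. The call was absent with a pseudocount of 1 (0 genes in the TE comparison, with 1372 at an unadjusted p under 0.05) and with limma's library weights (0 genes, with 1495).

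Values near the detection limit would rarely give such zeros at this level, but are not ruled out. Of 1235 genes within 20% of its mean in the Igf2bp3-/- RNC-seq libraries, 0.162% were listed at 0 in the 3 Igf2bp3+/- RNC-seq libraries. In the reverse direction it was 2 of 1245 genes. Gm45062 was picked for this pattern, so the rarity partly restates the choice. An assignment of reads between overlapping genes remains a candidate explanation, since 100% of its exonic bases are exons of Umad1 or Glcci1 on the same strand. Reads across splice junctions, which could be its own, were not analysed here. Glcci1 is listed at 21.1 ± 1.68 FPKM in Igf2bp3+/- and 28.9 ± 3.64 FPKM in Igf2bp3-/- RNC-seq (SD, n = 3), and Umad1 at 1.99 ± 0.391 and 2.03 ± 0.733 FPKM. A biological difference in the splicing of this locus was not tested and stays open, because the table gives no values for single transcripts.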

How the results depend on the processing

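The results were recomputed with a single choice changed at a time, except where a sentence names a combination. The baseline TE correction, the limit of 1.5 on the log2 change, the filter on every library and leaving out single RNC-seq libraries were chosen after seeing the data. So was removal of the length trend for the study-named TE list. Where a sentence gives no reason for a change, the cause was not tested.

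Of the 52 genes in RNA-seq, no filter on low FPKM gave 31 (30 of them shared), limma's library weights gave 84 (54 higher, 30 lower), an unadjusted p under 0.05 with a change over 1.5-fold gave 1109 (594 higher, 515 lower) and one with an absolute log2 change over 1.5 gave 158 (85 higher, 73 lower). Leaving out 1 library, with fewer samples to test, gave from 9 (without Igf2bp3-/- RNA-seq replicate 1 or 2) to 38 genes. The fit over all 12 libraries gave 21 higher and 15 lower.

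Of the 22 genes in RNC-seq (15 higher, 7 lower), no filter left 2, quantile normalization 12 (5 higher, 7 lower) and centring on the median 15 (8 higher, 7 lower). The fit over all 12 libraries gave 48, and the criteria without adjustment gave 1102 (901 higher, 201 lower) for 1.5-fold and 188 (145 higher, 43 lower) for a log2 change over 1.5. Leaving out 1 library gave from 0 (without Igf2bp3-/- RNC-seq replicate 1, with 990 at an unadjusted p under 0.05) to 20 genes.

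The single TE call became 0 with a pseudocount of 1 (1372 genes at an unadjusted p under 0.05), among genes above a mean FPKM of 1 (796), with limma's library weights (1495) and with the baseline TE trend removed (1168). A pseudocount of 0.01 gave 2 genes, and the criterion without adjustment 1207 (955 higher, 252 lower). Leaving out 1 replicate or RNC-seq library gave from 0 to 2 genes. The 0 came without any of the Igf2bp3+/- replicates or without Igf2bp3-/- replicate 3, with 808 to 1949 genes at an unadjusted p under 0.05.

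Between the genotypes the libraries share only a number, and deviations of same-numbered libraries correlated between -0.0830 and 0.241 across genes. With the replicate number as a block, RNA-seq gave 4 genes and RNC-seq 31. The 10 named RNA-seq calls then lay over the limit, with adjusted p in limma from 0.0531 to 0.137. With each replicate as a block, TE gave 0 genes (1502 at an unadjusted p under 0.05), and also 0 with the transcript length trend removed (1310), and no other TE call changed. With the replicate number as a further block it gave 20 (16 higher, 4 lower), Fbxo24 (1.68) and Pax5 (2.03) among them. The medians of the lists were 0.03 and 0.73 under the block.

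The 5686 genes past 1.5-fold in TE fell to 2061 above a mean FPKM of 1, to 2541 at 2-fold and to 3071 with FPKM above 0.1 in every library, each by construction. Geometric means alone gave 4428 (3019 higher, 1409 lower), and geometric means with the baseline TE trend removed 3257 (1758 higher, 1499 lower). Leaving out 1 replicate or RNC-seq library gave from 5088 to 7124, and 56.4% were higher without Igf2bp3+/- replicate 2. The median log2 TE change ranged from -0.00805 (without Igf2bp3+/- replicate 2) to 0.126.

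The histone-to-protamine median of 0.03 turned to -0.0160 with centring and to -0.0811 with quantile normalization. With 1 replicate left out it ranged from -0.0181 (without Igf2bp3-/- replicate 3) to 0.0768. The study-named TE list, at 0.73 (fry p 0.0307 in limma), kept its sign. Its median was 0.66 with centring (fry p 0.0620) and 0.69 with quantile normalization (0.0551). Removing the transcript length trend gave 0.50 (fry p 0.0201), and removing the baseline TE trend gave 0.14 (0.271). With 1 replicate or RNC-seq library left out it ranged from 0.58 (without Igf2bp3+/- RNC-seq replicate 1) to 0.98 (without Igf2bp3-/- RNC-seq replicate 3). The fry p then ranged from 0.00185 to 0.0925 (without Igf2bp3+/- replicate 1). The log2 change of Igf2bp3 kept its sign, from -0.27 to -0.16 in RNA-seq. So did the slope between the assays, from 0.0249 to 0.170, but its jackknife SD of 0.108 exceeds the main slope of 0.0960.

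Among named genes that passed no limit, some signs turned. In RNA-seq, Actb became -0.0100 with centring and -0.126 with quantile normalization, and H1fnt -0.0160, -0.102 and, with library weights, -0.00427. With 1 library left out, H1fnt ranged from -0.0181 to 0.0768 and Prm2 from -0.11 to 0.0385. In TE, Hist1h1t became 0.0470 with the length trend removed and 0.14 with the baseline trend removed, where Hils1 became 0.0255, Cfap65 -0.0765 and Dnhd1 -0.0356. With 1 replicate or RNC-seq library left out, Hist1h1t ranged from -0.35 to 0.0586, Tnp1 from -0.30 to 0.60 and Tnp2 from -0.00874 to 0.55. Over the named genes, 81 values under an alternative were no longer past the limit and 2 newly passed, while 816 kept their sign and side.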

Other observations

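The following tests were chosen only after the result was seen: the counts of genes across other splits, interstitial cells, the share of round spermatids, library scale, polysome purity, matched genes, and each test of the deviating RNC-seq library.

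The counts of genes were compared with the other ways of setting 3 replicates against 3. For RNA-seq, 1 of the 10 splits of the 6 replicates, the genotypes, gave as many genes, and another split gave 2 at most. For RNC-seq it was also 1 of the 10 splits, with 3 at most in another. For TE, 4 of the 10 splits gave as many genes. At an unadjusted p under 0.05, 1 of the 10 splits gave as many genes for RNA-seq (3190, with 1159 at most in another), 3 of the 10 for RNC-seq (1235, with 2417 at most) and 2 of the 10 for TE (1312, with 1822 at most). For the 1.5-fold rule, 2 of the 10 splits gave as many, with 5960 where Igf2bp3-/- replicates 1 and 2 and Igf2bp3+/- replicate 2 were set against the rest. For the histone-to-protamine list, 10 of the 10 splits gave a median as far from 0, and for the study-named TE list 1 of the 10 splits did. With 10 splits the share can never be under 0.1, so chance and genotype cannot be told apart by this count for any of these results.

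The RNA-seq count here was 12 lower and 40 higher genes at an adjusted p under 0.05, and 515 lower and 594 higher genes at an unadjusted p under 0.05 with a change over 1.5-fold. Both of the first are lower than the values quoted from the study above, and both of the second are higher. With an absolute log2 change over 1.5 instead, 73 genes were lower and 85 higher. Both are lower than the values quoted from the study above. The study's methods state this log2 limit, while a figure legend of the study states 1.5-fold. Which of these limits gave the study's values is therefore open. The study counted more lower than higher genes, whereas each of these criteria gave more higher than lower genes here. The cause of that difference was not tested. The 1.5-fold rule for TE gave 3884 higher and 1802 lower genes. Both are higher than the values quoted from the study above. This depends on the filter and the criterion. With FPKM above 0.1 in every library there were 2249 higher and 822 lower genes. Both are still higher. With a mean FPKM above 1 there were 1560 and 501, and with an unadjusted p under 0.05 and a change over 1.5-fold 955 and 252. These are lower.

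Of the 40 genes higher in RNA-seq, 9 are in the Sertoli, Leydig, peritubular or blood lists. The median log2 RNA change was 1.22 for the Leydig list (fry p 3.49e-05 in limma), 0.74 for blood (5.56e-06), 0.43 for peritubular (0.000361) and 0.26 for Sertoli (1.28e-05). It was 0.03 for spermatogonia (0.602), 0.07 for spermatocytes (0.273), 0.31 for round spermatids (0.0179) and -0.03 for elongating spermatids (0.681). The somatic lists were mixed in part: 5 of 7 peritubular and 6 of 9 Sertoli genes were higher in RNA-seq. Peritubular changes ran from -1.70 (Tagln) to 2.04 (Dcn), and 0 genes of that list exceeded 1 FPKM in Igf2bp3+/- RNA-seq. In RNC-seq the medians were 1.40, 1.03, 0.79 and 0.91 for the Leydig, blood, peritubular and Sertoli lists, and 0.07, -0.15, 0.19 and 0.25 for the germ cell lists in the same order. Over the 24 tests of the marker lists, the Benjamini-Hochberg adjusted fry p in limma for RNA-seq was 0.000279 for Leydig, 0.000134 for blood, 0.00217 for peritubular, 0.000154 for Sertoli and 0.0538 for round spermatids. For RNC-seq the adjusted fry p was 0.00895 for Leydig and 0.0140 for Sertoli, but over 0.05 for peritubular (0.0506) and blood (0.0762). Under the scaling alternatives the spermatogonia median in RNA-seq was -0.00897 (centred) and the spermatocyte median -0.0245 (quantile), while the other lists kept the sign of their RNA-seq median. Of the Leydig genes, 4 passed over all genes in RNA-seq and 7 adjusted over the list alone. No gene is in more than a single marker list, 5 genes of the elongating spermatid list are also in the histone-to-protamine list, and 2 of 8 Leydig genes exceeded 1 FPKM in Igf2bp3+/- RNA-seq. The most abundant was Insl3, with 14.9 ± 3.58 FPKM in Igf2bp3+/- and 39.3 ± 3.98 FPKM in Igf2bp3-/- RNA-seq (SD, n = 3), followed by Cyp17a1 with 1.65 ± 0.202 and 4.12 ± 0.406 FPKM.

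A lower share of round spermatids in which all other cell types rose alike is argued against. The Leydig median rose by 1.22 and the spermatogonia median by 0.03. A lower share through somatic cells alone would spare the germ cell lists and is not excluded. The median of the round spermatid markers did not fall, at 0.31 (0.27 with each library centred on its median and 0.16 with quantile normalization). A small loss of round spermatids would not show in that median. Interstitial RNA carried along with the sorted cells is a candidate explanation for the Leydig genes: all 7 tested were higher in RNA-seq and in RNC-seq. Both assays start from the same sorted cells, so the second is not separate support. Per library, the Leydig list had a median 1.19, 1.19 and 1.24 above the Igf2bp3+/- mean in the Igf2bp3-/- RNA-seq libraries and 1.90, 1.46 and 1.26 above it in the RNC-seq libraries. Whether these cells also change their own expression in the knockout was not tested and stays open.

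More genes passed 1.5-fold upward than downward in TE. A trend with transcript length is argued against as the cause: with it removed, 69.6% of the genes past 1.5-fold were higher, against 68.4% before, with geometric means. A scale difference between libraries may account for a part. CT010467.1 took 15.9%, 19.4% and 18.4% of the summed FPKM in Igf2bp3+/- RNC-seq and at most 14.6% in Igf2bp3-/- RNC-seq. A larger share of a single transcript leaves a smaller share for all others, and FPKM was not rescaled. How far this moved the TE changes was not tested. Centring the changes on their median lowered the share of higher genes from 68.3% to 59.4%, and 4 of the 10 splits were then as lopsided. With each library centred on its median the share was 61.1%. FPKM is relative to library size, so a rise in TE shared alike by all genes would not show even before centring. Centring would also remove a rise over most genes, so it cannot tell a scale difference from an effect of genotype. Before centring, 2 of the 10 splits were as lopsided, up to 73.0%. What remains after centring is not a shift in scale, and it is within the range of the splits. The purity of the polysome fractions may also differ between libraries. Each RNC-seq library's deviation from the others was regressed on baseline TE across 12259 genes. The slopes were 0.220, -0.00896 and -0.0694 in Igf2bp3+/- and -0.0452, -0.437 and 0.154 in Igf2bp3-/-, with an exact permutation p of 0.5 between genotypes (smallest possible 0.1). Removing this trend left 54.0% of the genes past 1.5-fold higher, against 68.2% before, both with geometric means. Purity and a genotype effect on poorly loaded mRNAs cannot be told apart, because either would follow baseline TE.

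Igf2bp3-/- RNC-seq replicate 2 had the steepest of these slopes (r -0.671 across genes). A trend with transcript length is argued against, as r within 5 classes of length was never closer to 0 than -0.486. RNA from outside polysomes in this library is a candidate explanation. Noncoding RNAs depleted over 4-fold in the other RNC-seq libraries were 0.69 higher in it on the log2 scale (27 genes), and depleted mRNAs 0.86 higher (168 genes), while the median for noncoding RNAs in the other 5 libraries ranged from -0.34 to 0.20. A biological difference of this replicate was not tested.

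The study-named TE list was higher in Igf2bp3-/-. The direction does not rest on that library alone, as the median was 0.58 without it and 0.60 without both libraries of that replicate. The fry p in limma was 0.0403 and 0.0637, and it was over 0.05 in 5 of the 6 fits that each left out 1 replicate. A trend with baseline TE may account for most of it: these mRNAs had a baseline log2 TE between -2.59 and -0.98, and 50 genes matched to each on baseline TE and transcript length had a median log2 TE change of 0.61, against 0.73 for the list. Dot1l, at 0.86, and Hdac11, at 0.61, lay above their matched genes, at 0.39 and 0.35, while Cfap65, at 0.53, and Dnhd1, at 0.75, lay below theirs, at 0.58 and 0.80. Chd5 (0.71 against 0.63) and Dnah2 (1.04 against 0.80) lay above. Whether the matched genes are themselves bound by IGF2BP3 was not tested, so an effect of genotype on both stays open.

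Of 332 genes tested in the first 35 Mb of chromosome 5, 13 passed the limit in either assay, against 44 of 20111 elsewhere (odds ratio 18.6, Fisher's exact test across genes, 5.57e-12). The window was drawn after the positions were seen, and no other window of that length held more than 7. Igf2bp3 lies on chromosome 6, where 1 of 159 genes within 10 Mb of it passed. Reads shared between near-identical copies are argued against as the whole cause, since 8 of the 13 genes have no such copy (Cdk14, Gm31752, 6030443J06Rik, Lhfpl3, 5031425E22Rik, Letm1, Zfyve28 and Cfap99, named after their values were seen; Lhfpl3, 6030443J06Rik and Zfyve28 overlap a gene on the opposite strand over 17.6%, 3.42% and 1.77% of their exonic bases). Interstitial RNA is argued against as the whole cause, since 5 of the 13 are lower. A segment of chromosome 5 that differs between the groups of mice could give changes both ways. Of the genes there that did not pass, 20.1% had an unadjusted p under 0.05 in RNA-seq, against 15.4% elsewhere (Fisher's exact test across genes, 0.0269), but 3 of 59 other windows had as high a share. The segment and an effect of IGF2BP3 loss on this region cannot be told apart, because no genotypes of the mice were analysed here.

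The median log2 RNA change was 0.18 for 742 X-linked genes, 0.23 for 321 Y-linked genes and 0.04 for 18737 autosomal genes. An effect of genotype on sex-linked transcripts after meiosis may be present, as 1 of the 10 splits, the genotypes, gave as large a difference between X-linked and autosomal medians (0.14). With 10 splits it cannot be told apart from chance, and a shift in the stage of the sorted spermatids, whose round spermatid markers rose by 0.31, stays open as well.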
